A study of Mus musculus with 19 samples. Its data were reported in "Human-correlated genetic models identify precision therapy for liver cancer" (2025).

How the data were processed

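RNA abundance was measured by sequencing of polyadenylated RNA from mouse liver. The labels list 19 samples, of which 13 were liver tumours, 3 were control livers and 3 were high AAV control livers. All mice were male and carried 1 mutant Ctnnb1 allele together with a human MYC transgene that is switched on by Cre recombinase. Cre was delivered to hepatocytes with an adeno-associated virus (AAV) at 640000000 genome copies per mouse in the tumour and control groups and at 200000000000 genome copies per mouse in the high AAV control group. Per the labels, RNA was extracted with Trizol and libraries were made with a stranded mRNA kit. The study's methods describe paired-end sequencing of these libraries.

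The authors deposited 1 table of read counts per gene, which were not normalised. It holds 39179 gene identifiers and 5 summary lines of the kind that the counting program htseq-count writes. The aligner, the counting options and the genome build of this table were not stated in it. The study's methods name a program that does not write such lines, so neither program was assumed, and whether counting used the strand was not known. The table has 19 columns, whose names carry a library number and a tag but no group. A column was matched to a tumour only where its number occurred in the title of a single sample, which held for the 10 tumours numbered 04 to 13. This match assumes that the numbers in the titles are the library numbers, which the labels do not state. The other 9 columns were not used here. For this reason the planned comparisons of tumours with control livers, of tumours with high AAV control livers and of the control groups with each other were not analysed here. The tag in the column name takes 5 different values over the 10 tumours. One tag was carried by 3 tumours, 3 tags by 2 tumours each and 1 tag by 1 tumour. The first part of the tag takes 3 values and divides the tumours into families of 3 (04 to 06), 2 (07 and 08) and 5 (09 to 13). The labels do not say what a tag stands for. If it stands for a mouse, tumours with the same tag come from the same animal and are not independent.

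Gene symbols, gene types and positions were taken by stable identifier from GENCODE release M39 on GRCm39, in which 34199 of the 39179 identifiers (87.3%) have a symbol. All positions are those of this annotation, because the count table holds none. Total counts over genes ranged from 11687034 to 36964427 per tumour. At these depths the smallest abundance that 3 counts can show ranged from 0.0812 to 0.257 CPM, which is counts of a gene per 1000000 counts. These floors cover counting error only, since reads without molecular identifiers are not independent molecules.

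Counts were scaled with TMM factors in edgeR 4.0.16 (R 4.3.3, limma 3.58.1), and the factors ranged from 0.922 to 1.11. Values on the log2 scale are log2 CPM with a prior count of 2. Genes were kept for the spread between tumours with edgeR's filterByExpr, applied to the 10 tumours as 1 group, which left 12462 genes. This filter asks for reads in every tumour and so drops genes that are silent in some of them. The common biological coefficient of variation, the relative SD of a gene between tumours beyond counting error, was estimated in edgeR with an intercept alone. The distance of a tumour from the others was the root mean square deviation of its log2 CPM from the mean of the other tumours, corrected for the number of tumours in that mean. The distance between a pair of tumours was the root mean square difference of log2 CPM. Distances of pairs with the same tag were compared with those of other pairs by an exact permutation test over all 75600 distinct assignments of the tags, two-sided by doubling the smaller tail. DESeq2 1.42.0 was used for an alternative scaling and for the variance stabilising transformation. All other steps used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

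The 13 gene lists (panels) were written before the data were examined, and so were the list of panel pairs to correlate and the processing alternatives that were planned. Of the listed genes, only Rhbg, in the β-catenin panel, was not matched to an identifier of the table; G6pc was matched under its current name G6pc1. A panel score is the mean log2 CPM of its genes with at least 1 count. To place the spread of a panel, the median SD of its genes was ranked among 10000 random gene lists matched on mean expression in 20 bins. The 21 pairs among 7 panels were correlated across tumours with Pearson's r and Spearman's rho, with two-sided permutation tests (100000 resamples) and Benjamini-Hochberg adjustment over the 21 pairs. Each r was computed again without the 2 tumours farthest from the median of the first panel (8 tumours, exact permutation test), on deviations from the tag means (48 exact permutations within tags), and within a technical split of the tumours. The mean log2 CPM of 5 genes planned as a check for blood (Hbb-bs, Hbb-bt, Hba-a1, Hba-a2 and Alas2) served as a blood score. Its correlation with panel scores and the tests on families of tags were chosen after the results were seen.

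That split was found in the data. The summed CPM of Rpph1, an RNA component of ribonuclease P, and of 2 identifiers without a symbol (ENSMUSG00000065922 and ENSMUSG00000088595) ranged from 145 to 373 in tumours 04 to 07 and from 5.52 to 17.0 in tumours 08 to 13. These 3 genes are called the Rpph1 set, and the split was treated as a possible library batch of 4 and 6 tumours.

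Named genes are members of the panels, with Ctnnb1 and Myc first. The planned rule for other names rested on the comparisons that were not analysed here. A further 10 genes were chosen by a rule chosen after the values were seen, as the largest SD of log2 CPM among filtered genes with a mean of at least 5 CPM and an established symbol; 1 of them is not reported here. For chromosomes, the deviation of each gene from the median of the other tumours was taken over 10428 genes with a mean of at least 5 CPM. A chromosome was called shifted in a tumour where the median deviation of its genes, relative to that of all autosomal genes, was at least 0.2 in size on the log2 scale and both its first and its second part by gene order moved the same way by at least 0.1. These limits were chosen after the values were seen.

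The estimates of spread and the chromosome calls were tested on simulated counts with the real means and library sizes. A simulated coefficient of variation of 0.2 was estimated as 0.200 over 13237 unchanged genes, and as 0.255 over 13416 genes with the changed genes included, so highly variable genes raise this estimate. Of 179 filtered genes given extra spread, 98.9% had an SD above 1, against 0% of the 13237 unchanged genes. A shift of 0.3 placed on 1 chromosome of 1 tumour was recovered as 0.281 over its 626 genes, and no other chromosome was called shifted. Over 200 unrelated pairs, 5% had a permutation p under 0.05, as did 99.5% of 200 pairs simulated with a strong link.

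Alternatives covered the prior count, the scaling (library size alone, upper quartile, DESeq2 size factors), the variance stabilising transformation, other filters on low counts, the median in place of the mean over panel genes, thinning of all libraries to 11687034 counts, and leaving out tumours.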

Results

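Gene expression was compared between end-stage liver tumours that arose from single hepatocytes after activation of β-catenin and of a human MYC transgene. The question was how far such tumours differ from one another, including in proliferation and angiogenesis. Of the 13 tumours in the series, 10 (numbered 04 to 13) were analysed here. Control and high AAV control livers were not analysed here, so no value below is set against non-tumour tissue. The count table assigned a median of 16664597 reads per tumour to genes. The shallowest library, tumour 07, had 11687034 and the deepest, tumour 13, had 36964427. Tumour 12 had 30630409 and the other 7 between 14161656 and 20882398. The summary line for alignment to more than 1 place held 50.4% ± 3.55 of the total over all lines of the table (SD, n = 10). As the counting options are not known, this need not be a share of reads. In these tumours 19692 ± 584 genes had at least 1 count (SD, n = 10). The 10 most abundant genes held 11.9% ± 1.59 of the gene counts (SD, n = 10), and this share was highest in tumour 07 at 14.7%.

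The engineered loci were examined first. Ctnnb1 (ENSMUSG00000006932), a protein-coding gene at positions 120757422 to 120789579 of chromosome 9 on the forward strand, reached 387 ± 95.5 CPM (SD, n = 10), with the lowest value of 256 CPM in tumour 11 and the highest in tumour 07. The mouse Myc gene (ENSMUSG00000022346) at positions 61857227 to 61862223 of chromosome 15 reached 84.1 ± 21.7 CPM (SD, n = 10). Human MYC was not counted separately in the table, so reads of the transgene that align to the mouse gene, if any, are part of this value. The highest tumour exceeded the lowest 2.12-fold for Ctnnb1 and 2.27-fold for Myc.

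Targets of β-catenin were abundant in each of the 10 tumours. Glul, which encodes glutamine synthetase and lies at positions 153775690 to 153785469 of chromosome 1, reached 10628 ± 2938 CPM (SD, n = 10) and was never below 5437 CPM. Lgr5 (chromosome 10, 115286216 to 115423685) reached 58.2 ± 25.1 CPM, Lect2 (chromosome 13, 56684477 to 56696569) reached 348 ± 147 CPM and Notum (chromosome 11, 120541446 to 120552019) reached 146 ± 63.3 CPM, each as mean ± SD with n = 10. Axin2 reached 162 ± 43.7 CPM (SD, n = 10). The smallest count behind any of these 5 genes was 529, for Lgr5. The tumours differed from each other more for Lect2, 4.75-fold from the lowest to the highest, than for Axin2, 2.52-fold.

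Across 12462 genes the common biological coefficient of variation between tumours was 0.340, with highly variable genes included. The distance of a tumour from the others was 0.507 ± 0.0853 log2 units (SD, n = 10), ranging from 0.372 in tumour 08 to 0.646 in tumour 05. Distances between pairs of tumours ranged from 0.488 to 1.02. A random split of the shallowest library into 2 parts, which differ by counting error alone and at a lower depth than any pair, gave a distance of 0.287. No pair of tumours was therefore close enough to be 1 library deposited under 2 names. The median gene had an SD of 0.334 log2 units, and 645 genes (5.18%) had an SD above 1. This count depended on the filter on low counts more than on any other choice, and rose to 1993 of 24682 genes when no filter was used.

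Of the 10 genes with the largest SD, 9 are named here, by a rule chosen after their values were seen. H19 (ENSMUSG00000000031), a long noncoding RNA gene at positions 142129262 to 142133957 of chromosome 7 on the reverse strand, ranked first with an SD of 3.79 log2 units. It reached 7154 CPM in tumour 09 and 2860 CPM in tumour 13, against a median of 85.1 CPM and a lowest value of 1.67 CPM in tumour 05. Cyp2c39 (SD 3.18) was present at 354, 580 and 520 CPM in tumours 04, 05 and 06 and at 19.8 CPM or less in the other 7. These 3 are the tumours whose tags share 1 first part. Cyp2c39, like Mup20 below, belongs to a family of similar genes, so its value is uncertain where reads were split among copies. Saa2 and Saa1, which lie next to each other on chromosome 7 and are near-identical copies, were at 945 and 896 CPM in tumour 06, where the other tumours stayed at or below 17.5 and 30.7 CPM. The other genes named were Pnliprp1, Fos, Mup20, Ndufa4l2 and Mt2, with SDs from 2.46 to 2.83. Igf2, which lies near H19 on chromosome 7 (142204503 to 142220694) and belongs to a panel, did not pass the filter because of its low counts in some tumours. It was at 1528 CPM in tumour 09 and at most 5.92 CPM in the other tumours.

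Whether tumours whose columns carry the same tag resembled each other was tested on the pairwise distances. The 6 pairs with the same tag were 0.632 ± 0.0778 apart and the 39 other pairs 0.730 ± 0.115 (SD over pairs), a ratio of 0.866 (two-sided exact permutation test over 75600 tag assignments, p = 0.0294). The difference did not hold within the 2 sets of tumours split by the Rpph1 set, where 5 same-tag pairs were 0.622 apart and 16 other pairs 0.681 (ratio 0.914, exact permutation test over 720 assignments, p = 0.289). Of these 16 pairs, 8 carry tags of the same family, which is defined by the first part of the tag. The 14 pairs of the same family were 0.670 apart and the 31 others 0.739 (ratio 0.907, exact permutation test over 2520 assignments, p = 0.0722). Within the families, same-tag pairs were 0.632 and other pairs 0.698 apart (ratio 0.906, exact permutation test over 30 assignments, p = 0.0667, the smallest this test can give). Pairs within 1 set were also closer than pairs across the sets, at 0.667 against 0.761 (exact permutation test over 210 assignments, p = 0.0476). Tags, families and sets overlap, since 5 of the 6 same-tag pairs and 13 of the 14 same-family pairs lie within a set, and they can only partly be told apart.

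**Figure D1:**
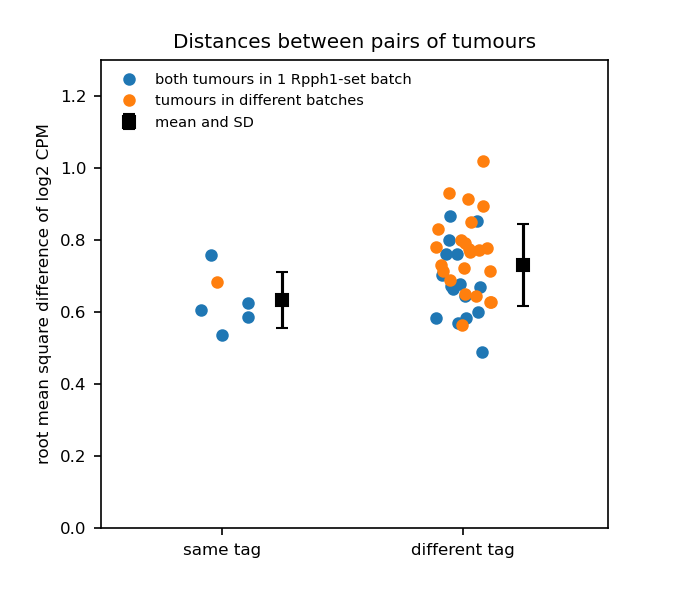
Distances between pairs of tumours, as the root mean square difference of log2 CPM over 12462 genes (vertical axis), for 6 pairs with the same tag and 39 pairs with different tags. Points are pairs, coloured by whether both tumours fall in 1 set of the split by Rpph1-set counts, and squares with bars give mean and SD, 0.632 ± 0.0778 and 0.730 ± 0.115; the ranges overlap.

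The 13 panels varied to different degrees between tumours. The score of β-catenin targets was 8.55 ± 0.38, that of hepatocyte differentiation 9.95 ± 0.24 and that of MYC targets 6.00 ± 0.19 log2 CPM (SD, n = 10). The proliferation score was 4.13 ± 0.41 (SD, n = 10), lowest in tumour 05 and highest in tumour 08, a 2.47-fold range. The angiogenesis score was 3.71 ± 1.16 (SD, n = 10) and covered an 8.06-fold range, from tumour 12 to tumour 07. Wider ranges were found for progenitor and oncofetal genes (18.6-fold), periportal hepatocyte genes (12.5-fold) and macrophage genes (10.7-fold). The first and the last of these ranges were stretched by 1 tumour each. Tumour 09 scored 5.13 in the progenitor and oncofetal panel, against 2.94 for the next tumour. Tumour 05 scored 0.74 in the macrophage panel, against 2.33 for the next tumour. The extracellular matrix score covered 7.57-fold. The score of genes that handle the nucleoside drug cladribine was 3.56 ± 0.14 (SD, n = 10) and covered 1.32-fold. Single genes of this panel covered more, 3.93-fold for Nt5c2, 2.42-fold for Slc29a1 and 2.10-fold for Dck. The narrow range of the mean therefore does not hold for each gene. Taking the median in place of the mean over genes moved 4 mean scores by more than their SD, to 7.48 for β-catenin targets, 9.57 for hepatocyte differentiation, -0.67 for lymphocyte and antigen presentation genes and 4.45 for the cladribine genes. A prior count of 0.5 lowered that of the cladribine genes to 3.38.

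The spread of each panel was set against random gene lists of matched expression, as a description of these libraries. The median SD of the MYC target genes, 0.26 log2 units, was at the 19.2nd percentile of 10000 such lists, and that of the cladribine genes, 0.37, at the 65.1st. The other 11 panels lay at or above the 99.5th percentile. The angiogenesis genes had a median SD of 1.16 and the proliferation genes one of 0.48, at the 100th and the 99.5th percentile.

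**Figure D2:**
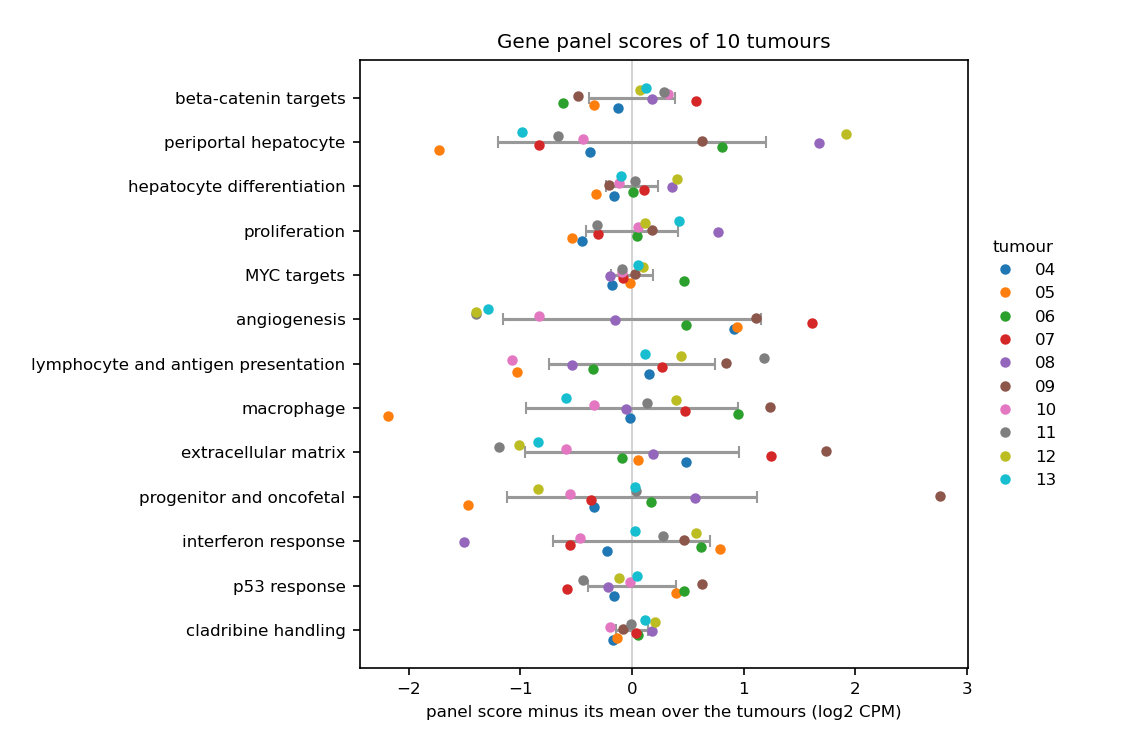
Scores of 13 gene panels in 10 tumours, each as the mean log2 CPM of the panel's genes minus its mean over the tumours (horizontal axis). Points are tumours, coloured by number, and grey bars are ± 1 SD; the SD runs from 0.14 for cladribine handling to 1.20 for periportal hepatocyte genes, and tumour 09 stands apart in the progenitor and oncofetal panel.

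Of 21 pairs among 7 panels, 1 was correlated across tumours after Benjamini-Hochberg adjustment. Angiogenesis and extracellular matrix scores rose together (r = 0.898, permutation test p = 0.00027, adjusted p = 0.00567; rho = 0.915, permutation test p = 0.00045, adjusted p = 0.00945; n = 10). Without the 2 tumours farthest from the median angiogenesis score, r was 0.837 (exact permutation test, p = 0.0113, n = 8). Among the 6 tumours with low Rpph1-set counts r was 0.995 (exact permutation test, p = 0.00278), and the 4 others were too few to test. On deviations from the tag means r was 0.942, but with 48 permutations within tags the exact p was 0.0833. With the median in place of the mean over genes, r was 0.817 and no pair passed the adjustment. The score of 5 blood genes, which covered a 59.8-fold range from tumour 12 to tumour 07 as well, rose with angiogenesis (r = 0.696, permutation test p = 0.0148, n = 10) and with extracellular matrix (r = 0.841, permutation test p = 0.00252, n = 10). With it regressed out of both, their r was 0.805 (permutation test p = 0.00591, n = 10). Blood or vessel content may therefore account for part of the link. Hba-a2, 1 of the 5 blood genes, was at 0.423 CPM or less in tumours 04 to 06, where Hba-a1 was at 51.8 to 220 CPM. In the other tumours Hba-a2 was at 4.72 CPM or more. It lowers the blood score of tumours 04 to 06, so blood may account for more of the link than this r shows. A blood score without Hba-a2 was not computed. Proliferation and angiogenesis, both named by the study among the processes that varied, were not correlated (r = -0.380, permutation test p = 0.278, adjusted p = 0.973; rho = -0.297, permutation test p = 0.407, adjusted p = 1; n = 10). Without the 2 tumours farthest from the median proliferation score, r was -0.392 (exact permutation test, p = 0.319, n = 8). Among the 6 tumours with low Rpph1-set counts the sign was opposite (r = 0.318, exact permutation test, p = 0.508). The tumours are listed as separate samples, but those with the same tag may not be fully independent.

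**Figure D3:**
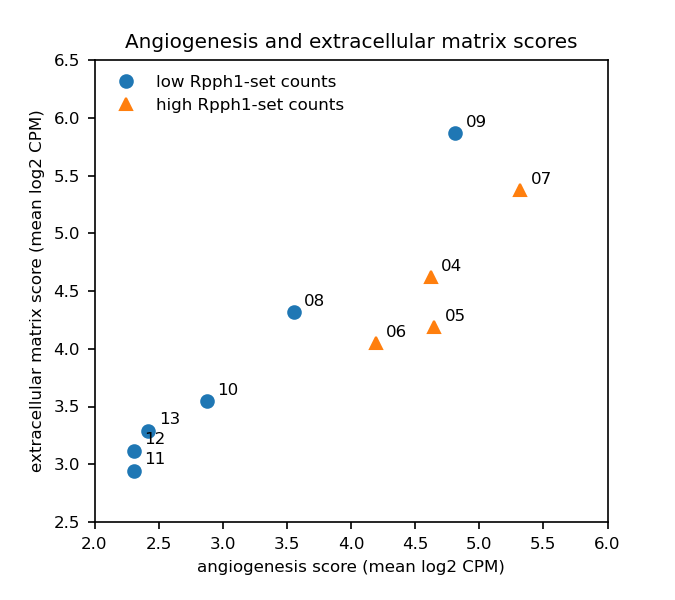
Angiogenesis score (horizontal axis) against extracellular matrix score (vertical axis), both as mean log2 CPM, for 10 tumours labelled by number. Circles are the 6 tumours with low and triangles the 4 with high Rpph1-set counts; scores rise together from tumours 11 and 12 to tumours 07 and 09 (r = 0.898).

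Sex-linked genes were part of the planned checks, since all mice were male. Xist was at most 1.34 CPM. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which lie between positions 897569 and 1286663 of the Y chromosome, summed to a median of 47.8 CPM. They were at 4.62 CPM (72 counts) in tumour 05 and at 7.42 CPM (289 counts) in tumour 13, which is 9.65% and 15.5% of the median. Tumour 09 was at 22.1 CPM, and the 7 others ranged from 43.1 to 78.3 CPM. The 4 X-linked copies of these genes (Ddx3x, Eif2s3x, Kdm5c and Kdm6a) summed to 370 CPM in tumour 05, to 280 CPM in tumour 13 and to between 213 and 353 CPM in the other tumours.

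**Figure D4:**
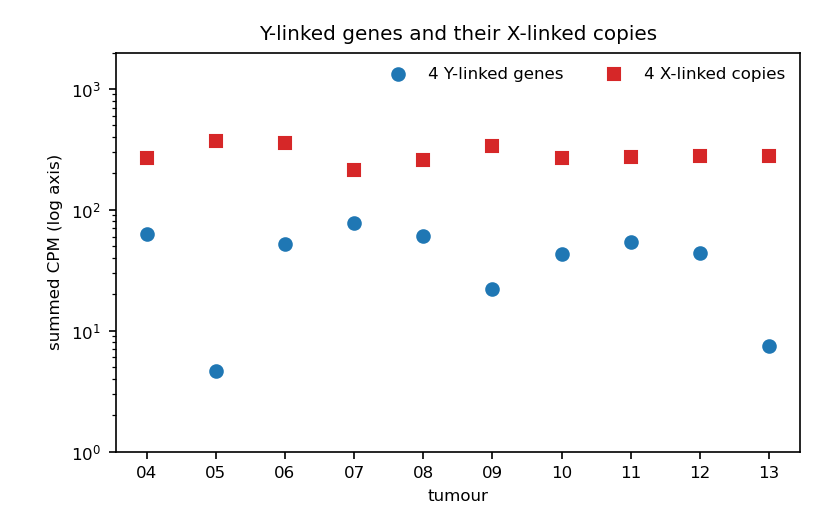
Summed CPM of 4 Y-linked genes (circles) and of their 4 X-linked copies (squares) in each of 10 tumours, on a log axis. The Y-linked sum falls to 4.62 CPM in tumour 05 and 7.42 CPM in tumour 13, while the X-linked sum stays between 213 and 370 CPM.

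Expression was then summarised by chromosome. Of 200 combinations of 20 chromosomes and 10 tumours, 25 were shifted against the other tumours by at least 0.2 log2 units along the whole chromosome, 10 upwards and 15 downwards, in 9 of the 10 tumours. The largest shift was that of chromosome 10 in tumour 13, at -0.36 (522 genes). Chromosome 15 was shifted in 6 tumours, upwards in tumours 04 (0.34) and 11 (0.24) and downwards in tumours 06 (-0.25), 09 (-0.25), 12 (-0.28) and 13 (-0.23). Tumours 07 and 13 had 6 shifted chromosomes each and tumour 11 had 5, all of them upwards. Tumour 05 had none. When gene positions were shuffled 100 times, no chromosome was called shifted, and the largest median was 0.12 log2 units in size.

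**Figure D5:**
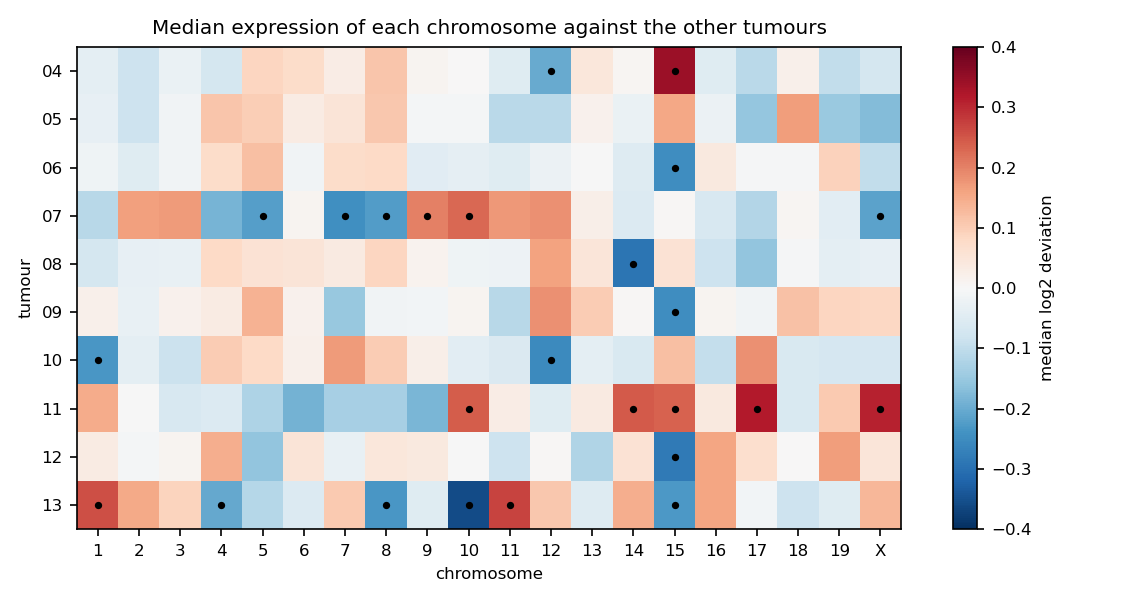
Median log2 deviation of the genes of each chromosome (columns) from the other tumours, for 10 tumours (rows). Red is higher and blue lower, and black dots mark the 25 combinations called shifted; they run from -0.36 for chromosome 10 in tumour 13 to 0.34 for chromosome 15 in tumour 04.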

Values the study reported

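The study reported that the vector dose it used for clonal induction reached approximately 1% of hepatocytes. In end-stage tumours of its models, genotyping found the targeted alleles recombined in 97.4–100%.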

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

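Dixon's gap ratio, the distance of the highest or lowest tumour to its neighbour divided by the whole range, was computed for 36 measures over the 10 tumours, and 5 exceeded the 95% critical value for 10 samples. Chance would give 1.8 such results among 36 independent measures, but 10 of these measures are genes chosen for their large SD, which favours an extreme tumour, and Saa1 and Saa2 are related genes among them, so that number does not apply to those genes. The tests on other acute-phase genes, on admixture and on H19 with Igf2 were chosen after the results were seen. All 10 tumours belong to 1 group of the design, which gives no biological contrast, so no biological explanation from the design was tested.

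The MYC target score of tumour 06 was 6.47, against 6.10 for the next tumour, with a gap ratio of 0.554. It did not rest on any 1 gene, since the ratio was still 0.525 when the gene with most influence was left out, and tumour 06 was the highest tumour for 13 of the 17 genes. It did depend on the processing. The ratio stayed above the critical value under 3 of 5 alternatives and fell to 0.355 when the median over genes replaced the mean. The score is therefore only a weak candidate for a real difference.

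The macrophage score of tumour 05 was 0.74, against 2.33 for the next tumour, with a gap ratio of 0.4661, at the critical value itself. The ratio stayed above the critical value under 4 of 5 alternatives. The lowest, with DESeq2 size factors, was 0.4653, just under that value. Leaving out any 1 of 4 of the 8 genes also removed the excess, and the lowest ratio, without Cd5l, was 0.376. Tumour 05 was the lowest tumour for 6 of the 8 genes, among them Marco, with a count of 0, but the highest for Cd68, at 68.7 CPM. Scaling thus hardly lowered the ratio. Because the ratio lies at the critical value, leaving out 1 gene can take it under that value even where most genes are low. Clec4f was at 0.577 CPM in tumour 05, against 15.6 CPM in tumour 13, the next lowest. Vsig4 was at 0.321 CPM in tumour 05, against 3.18 CPM in tumour 13, the next lowest. Csf1r and Adgre1 were lowest by less, and Timd4, like Cd68, was not lowest in tumour 05. The fall in 6 of the 8 genes argues against any 1 gene as the source of the low score. Whether the gap exceeds the critical value remains undecided.

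The progenitor and oncofetal score of tumour 09 was 5.13, against 2.94 for the next tumour, with a gap ratio of 0.519. The ratio stayed above the critical value under each of 5 alternatives, the smallest being 0.504 with the median over genes. It also stayed above it whichever gene was left out, the smallest being 0.484 without Igf2. Tumour 09 was the highest for 6 of the 11 genes. Scaling, depth and any single gene of the panel were thus tested and did not account for it. H19 and Igf2, which are neighbours, together accounted for part of it. Without both the ratio was 0.419, under the critical value, with scores of 3.67 in tumour 09 and 2.52 in the next tumour, so the gap rests in part on this locus. Tumour 09 also had the highest macrophage (4.16) and extracellular matrix (5.87) scores and the second highest blood score. After regression on 1 of these 3 scores at a time, fitted in the other 9 tumours, the ratio was at least 0.510, above the critical value. That ratio includes H19 and Igf2, so it cannot exclude macrophages, stroma or blood as a source of the gap in the other genes. Admixture, whether of these or of other kinds of cells, remains possible.

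Saa2 and Saa1 in tumour 06 had gap ratios of 0.560 and 0.546. Both stayed above the critical value under 5 other scalings, prior counts and depths, with a smallest ratio of 0.543. Reads shared between these near-identical copies did not account for it, because the ratio of their sum was 0.550. Of 17 other acute-phase genes listed for the purpose, 15 were highest in tumour 06, where chance would place 1.7. Tumour 05, whose column carries the same tag, was the second highest for 8 of these 15. A candidate explanation is an acute-phase response in this tumour or its host, and the data cannot separate them.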

How the results depend on the processing

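The comparisons with control and high AAV control livers, and all alternatives planned for them, were not run. No paired analysis was possible because the columns of the control groups were not used, which left 1 group. The alternatives of the tag comparison, the thinning of counts, the left-out tumours, the blood score and the split by the Rpph1 set were chosen after the data were examined.

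The mean distance of a tumour from the others, 0.507, moved by less than its SD between tumours under 8 other scalings, transformations, filters, depths and sets of libraries, and ranged from 0.496 to 0.524 across the 10 fits that each left out 1 tumour. It rose to 0.609 with no filter on low counts and to 1.42 over the 500 genes with the largest variance, which are chosen for their spread. The biological coefficient of variation, 0.340, was 0.425 with no filter on low counts, 0.368 over genes with a mean of at least 50 counts and 0.326 in counts thinned to equal depth. It ranged from 0.330 to 0.349 across the fits that each left out 1 tumour. The number of genes with an SD above 1, 645, was 420 after the variance stabilising transformation and 1993 with no filter on low counts, and between 526 and 824 under the other settings. The 526 was found when all libraries were thinned to the shallowest. Only 11882 genes passed the filter there, so an effect of depth cannot be told apart from that of the gene set.

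The closeness of same-tag tumours kept its direction, but its exact p did not stay under 0.05. The ratio of 0.866 stayed below 1 under all 22 alternatives. Its exact p exceeded 0.05 without the 2 deepest libraries (ratio 0.958), within the sets split by the Rpph1 set (0.914) and within families of tags (0.906), where 0.0667 is the smallest p the test can give. The same happened in 6 of the 10 fits that each left out 1 tumour, over which the ratio ranged from 0.811 to 0.917.

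The number of correlated panel pairs was 1 under prior count 0.5, library size alone, DESeq2 size factors, thinned counts and Spearman's rho. It was 0 with the median over genes, 0 without the 2 tumours farthest from the median and 0 in the 6 tumours with low Rpph1-set counts, and in each of these 3 settings 1 pair had an unadjusted p under 0.05. The correlation of angiogenesis with extracellular matrix stayed positive in every setting, between 0.805, with the blood score regressed out of both, and 0.995. A blood score without Hba-a2 was not among these settings. That of proliferation with angiogenesis changed sign to 0.318 in the 6 tumours with low Rpph1-set counts, and the cause was not tested. Of 131 further comparisons with an alternative, 59 changed only the scaling of a mean over the tumours, which centred scaling factors can hardly move, so they say little about stability. Of the other 72, 60 stayed within the spread or on the same side of the threshold, 4 were weaker, 7 moved and 1 reversed. The moves were those of 4 panel scores and of the list of most variable genes, of which 4 of 10 were shared with the list made without a filter and 4 of 10 with that made over genes with a mean of at least 50 counts.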

Other observations

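The tests on Xist, on the trend with GC content put on tumour 05, on the fold of single Y-linked genes, on same-tag tumours and on the number of genes separated by the split of the tumours were chosen after the results were seen. The others were written down before their values were computed. For the other imprinted genes and for the number of separated genes, the outcome was set to undecided only after the values were seen. The design has no group that bears on these patterns, so each explanation below is a hypothesis found and tested on the same data.

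The low Y-linked counts of tumours 05 and 13 were unlikely to come from a swapped or female sample, since Xist was at most 0.256 CPM in either. Depth did not account for them, as at least 746 counts were expected in each library at the median abundance and 72 and 289 were found. A genotype shared through the tag did not either, because the other tumours with these tags reached at least 91.8% of the median. Reads moved to the X-linked copies remain possible in tumour 05, where these copies (370 CPM) exceeded the highest of the 8 other tumours by 16.5 CPM, less than the 43.2 CPM of Y-linked signal that was missing. Loss of the Y chromosome from most cells of a tumour is a candidate explanation. The limit for it, chosen after the results were seen, was a 4-fold fall of each gene in both tumours, and 7 of the 8 values met this. Uty in tumour 13 fell short at 3.74-fold, so the limit was not met.

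The shifts of whole chromosomes could be a sign of gained or lost chromosomes. Gene placement by chance gave a mean of 0 shifted chromosomes per shuffle, against 25. Regression on GC content and transcript length, available for all 10428 genes, left 23 of the 25 shifts and added 2 others. A trend with GC content put on tumour 05 as a control shifted 7 chromosomes, and the regression removed all 7. Clusters of neighbouring genes would move the first and the second part of a chromosome separately, but these moved together over the 200 combinations (r = 0.868, across chromosomes and tumours, which are not independent replicates). Depth was not the source, as 24 of 25 shifts remained in counts thinned to equal depth. The chromosome profiles did not follow the tags (ratio of same-tag to other distances 1.03, exact permutation test, p = 0.783), and 102 of the 210 splits of the tumours into 4 and 6 separated the profiles as much as the Rpph1-set batch did. The technical explanations that were tested did not account for the shifts, and unequal chromosome content of the tumours remains as a hypothesis. DNA was not measured in these data. Admixture of other cells, which would shrink such shifts, was not tested. A loss of 1 of 2 copies in every cell would lower expression by 1 log2 unit if expression followed copy number, and the shifts seen were at most 0.36 in size.

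H19 and Igf2, neighbours on chromosome 7 that share imprinting control, were both at their highest in tumour 09. In tumour 13 H19 was also high at 2860 CPM while Igf2 was at 4.49 CPM. Depth did not account for this, as the larger correlation of either gene with total count was 0.355 (across 10 tumours, given as a check and not as a relation). Of 14 other imprinted genes with a mean of at least 0.5 CPM, 5 were highest in tumour 09, among them Grb10, Peg3 and Mest, which is more than the 1 in 10 of chance and fewer than a general release was set to require. Of these 5, Mest and Grb10 were next highest in tumour 07, which had the second highest extracellular matrix score, but Peg3, Igf2r and Impact were not. Admixture of stroma was not tested for these genes. The pattern cannot be told apart from a partial change of imprinted genes or, for some of them, from such admixture.

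The split of tumours 04 to 07 from 08 to 13 by the Rpph1 set may come from library preparation. Of the 210 possible splits into 4 and 6 tumours, 5 separated at least as many genes by 1 log2 unit as this one, which separated 3 of 12462. Of the 3 genes, 2 had defined the split, so the count cannot decide, and another split separated 22 genes. Rpph1 itself was not among the 3. The third gene, Slc22a30, went the other way, with 0.769 to 3.52 CPM in tumours 04 to 07 and 7.22 to 28.8 CPM in tumours 08 to 13. Within the 6 tumours with low counts, the sum of the Rpph1 set fell with total count (r = -0.692), short of the value of 0.8 in size that had been set for depth as its source.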
